A study of Mus musculus with 9 samples. Its data were reported in "Endothelial KLF4 depletion drives age-related neurovascular dysfunction and neuropsychiatric impairment" (2026).

How the data were processed

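Nuclei of purified mouse brain ECs were profiled by Omni-ATAC-seq in 9 libraries, namely 2 young WT Cre, 3 young EC-K4KO, 2 old WT Cre and 2 old EC-K4KO, as the labels assign them. According to the methods of the study, the authors trimmed reads with TrimGalore, mapped them to the mouse genome mm10 with Bowtie2, removed duplicates and poorly mapped reads, and called broad peaks with MACS2 on paired fragments, with no control library named. Peak names show that each library was called alone, not pooled with its replicates. The annotation in each list was taken, from its form, as made with HOMER and a gene table of the authors. The methods of the study name ChIPseeker for peak annotation and HOMER for motif searches.

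Each deposited list gives peak positions, a peak caller score, a fold enrichment, a -log10 p and a -log10 q. The deposited score is 10 times the -log10 q as a whole number, as checked on the values. The deposited fold is a ratio of the peak's signal to the local background that the peak caller estimated in the same library, averaged over the broad region. The deposited -log10 p and -log10 q of the authors are averaged in the same way, and the lists end at a q near 0.1. The annotation gives the authors' distance to the nearest TSS in bp, a gene name and a class, which HOMER sets by the centre of the peak. These values belong to single peaks of single libraries and were used to describe, rank or filter peaks within a list and to characterise each library's background and enrichment.

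All 253457 peaks lay within the chromosome ends of GRCm38, which is the build named mm10. Of 62218 promoter-TSS peaks, 60030 (96.5%) carried a gene name found in GENCODE M21, and 98.9% of those lay within 1000 bp of a TSS of that gene. The basic set of GENCODE M21 was then used for TSS positions, the full set for the Klf4 model and the GRCm38 sequence for motif counts. Read counts per library or per region were not analysed here, so the depth of each library is unknown, shares carry the spread between libraries only, and the authors' test of differential accessibility on read counts (DiffBind with DESeq2) could not be rerun. What the lists allow is presence, position and rank of peaks.

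Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Per list, the number of peaks, covered length, median width, shares of promoter-TSS and intergenic peaks, and number of genes with a promoter-TSS peak were computed. Rank-matched lists are the 6157 strongest peaks of each library by -log10 p, the length of the shortest list. Similarity of lists was the Jaccard index of covered bases. Peaks of all libraries sharing at least 1 bp were merged into regions. A group had a region when at least 2 of its libraries had a peak in it and lacked it when none had. Motif sites (KLF, ETS, AP-1 and CTCF patterns fixed in advance) were counted on both strands of rank-matched peaks, with a palindromic site counted once.

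Genotype was tested within age and age within genotype with a two-sided exact permutation test of the mean over the strata of the difference in group means. It has 60 arrangements and a smallest p of 0.0167. Single contrasts used a two-sided exact permutation test, whose smallest p is 0.33 for 2 against 2 libraries and 0.1 for 3 against 2. Replicate agreement used a one-sided exact permutation test over 7560 assignments of libraries to groups. BH adjustment was applied over 14 tests of list measures, 8 motif tests, 24 marker list tests, 14 tests of marker ranks and 24 interactions, each family by itself, with a threshold of 0.05. The groups, most tests, marker lists, motif patterns and most alternatives were chosen before the data were examined. Genes of the marker lists may be named, and named regions followed a rule set at the same time. For each group against young WT Cre, these were the 3 gained regions present in every library of the group and the 3 lost regions with the best mean rank by -log10 p.

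Unchanged groups were simulated 200 times. Each region received a random strength common to all libraries, and each library added random noise, set per group so that simulated replicates shared as many regions as the observed ones. The strongest regions up to the observed number made the simulated list. The pipeline was tested on simulated data with 500 regions planted per group among 5000, and all 500 were found. The stratified test gave p under 0.05 in 3.2% of 2000 simulated null comparisons. The background of each library was solved from the deposited fold and -log10 p as the most frequent Poisson mean that gives both values with a whole pileup.

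Marker lists held 25 endothelial genes, 15 pericyte and mural, 15 microglia, 15 astrocyte, 15 oligodendrocyte, 15 neuron, 10 neutrophil, 8 erythroid, 15 barrier and transport, 15 endothelial activation, 15 stress and senescence and 15 housekeeping genes. The endothelial list shares 6 of its genes with another list and the barrier and transport list 7, and the stress and senescence list 1. A set of 4 genes was taken from the study by name (Ppp1r15a, Adamts1, Slc16a1 and Cldn5). Of these, 1 is on the endothelial, 2 on the barrier and transport and 1 on the stress and senescence list. The study also names proteins of other listed genes, such as occludin (Ocln), ZO-1 (Tjp1) and CD31 (Pecam1). The remaining lists share 0 genes with another list, although some of their genes, such as Slco1c1, Foxc1 and Tal1, are also expressed by ECs.

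Alternatives changed 1 choice at a time. These were q under 0.05 or 0.01, rank-matched lists, ranking by fold, lists of 5000 peaks, chromosomes 1 to 19 only, replicate numbers as blocks, leaving out each library, log2 values, promoters within 3000 bp of a TSS, shares of covered bases, coverage of at least 50% of a region, merging within 500 bp, presence in every library, absence meaning fewer than 2 libraries, region Jaccard index, overlap coefficient and share of peaks with a motif site. The interaction of peak number was planned, those of the other list measures were added before any result was seen, and those of motifs and marker lists afterwards. Added after seeing the data were also lists of 1000 and 2000 peaks, motif counts outside promoters, a peak over a GENCODE M21 TSS as promoter definition, and a simulation restricted to regions found in at least 2 libraries.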

Results

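Chromatin accessibility was profiled by Omni-ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, on nuclei of purified mouse brain endothelial cells (ECs). The labels place 9 libraries in 4 groups. Young WT Cre mice (n = 2) and old WT Cre mice (n = 2) carried the Cre driver with intact Klf4. Young EC-K4KO mice (n = 3) and old EC-K4KO mice (n = 2) had Klf4 removed from ECs. Each library has its own list of peaks, called separately and without pooling replicates, with positions on GRCm38. The lists held 253457 peaks in all. Read totals were not part of the values analysed here, so the sequencing depth of each library is unknown and no interval that needs it is given.

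The first question was how the amount of accessible chromatin found in each library varied with genotype and age. Young WT Cre lists held 6157 and 9598 peaks (7878 ± 2433, mean ± SD, n = 2). Young EC-K4KO lists held 23848, 25309 and 27992 peaks (25716 ± 2102, n = 3). Old WT Cre lists held 43893 and 32555 peaks (38224 ± 8017, n = 2), and old EC-K4KO lists held 45026 and 39079 (42053 ± 4205, n = 2). Relative to young WT Cre, mean peak number was 3.26 times as high in young EC-K4KO, 4.85 times as high in old WT Cre and 5.34 times as high in old EC-K4KO. Young EC-K4KO reached 0.673 of the old WT Cre mean.

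Genotype was compared within age and age within genotype by a two-sided exact permutation test over the 60 arrangements of the labels, whose smallest possible p is 0.0167. The same 7 measures were tested for both factors, and Benjamini-Hochberg (BH) adjustment covered these 14 tests. EC-K4KO lists were longer by a mean of 10834 peaks within age (exact p = 0.05, adjusted p = 0.0778), a difference that did not pass the 0.05 threshold. All 3 young EC-K4KO lists were longer than both young WT Cre lists, while the old lists of the 2 genotypes overlapped in length. Leaving out an old WT Cre library moved the difference most, to 7999 peaks without replicate 2 and to 13668 peaks without replicate 1. Limits on peak q of 0.05 and 0.01 gave 10606 peaks (exact p = 0.0167) and 9737 peaks (exact p = 0.0333), and the log2 scale gave 0.94 (exact p = 0.0333). Old lists were longer by 23341 peaks within genotype (exact p = 0.0167, adjusted p = 0.0333), with all 4 old lists longer than each young list of the same genotype.

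The library names carry 2 prefixes, and 0 of them hold both ages, so a batch difference and age cannot be told apart in any comparison of old with young libraries. The comparison of genotypes within age is also a comparison within prefix. Mean peak number differed between genotypes by 17839 in young mice and by 3829 in old mice, each within 1 prefix. The genotype by age interaction on the log2 scale was -1.59 (two-sided exact permutation p = 0.0833) and did not pass the threshold. Its arrangements exchange genotype labels within age, which assumes no genotype difference at either age. The p therefore does not test for an equal difference at both ages. For single contrasts the group sizes allow no exact p below 0.33 for 2 against 2 libraries and 0.1 for 3 against 2. Each contrast had the smallest two-sided exact p its sizes allow. Old WT Cre lists held 30347 more peaks than young WT Cre lists (exact p = 0.33), and old EC-K4KO lists held 34175 more (exact p = 0.33). Young EC-K4KO lists differed by 17839 peaks from young WT Cre (exact p = 0.1) and by -12508 peaks from old WT Cre (exact p = 0.1). Leaving out old WT Cre replicate 1 changed the last difference to -6839 peaks.

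The covered length of the genome rose with list length. It was 3.21 ± 1.07 Mb in young WT Cre (n = 2), 11.9 ± 1.13 Mb in young EC-K4KO (n = 3), 18.0 ± 2.49 Mb in old WT Cre (n = 2) and 21.3 ± 1.28 Mb in old EC-K4KO (n = 2). The EC-K4KO difference was 5.996 Mb (exact p = 0.0167, adjusted p = 0.0333, higher in all 5 EC-K4KO libraries than in WT Cre libraries of the same age). The age difference was 12.1 Mb (exact p = 0.0167, adjusted p = 0.0333, higher in all 4 old libraries than in young libraries of the same genotype). Median peak width was greater by 47.4 bp in old libraries (exact p = 0.0167, adjusted p = 0.0333, again in all 4), but by 35 bp with an exact p of 0.133 when only peaks with q under 0.05 were kept. The genotype difference in width was 37.1 bp (exact p = 0.0667, adjusted p = 0.0933), with 3 of 3 young EC-K4KO libraries above both young WT Cre libraries.

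**Figure D1:**
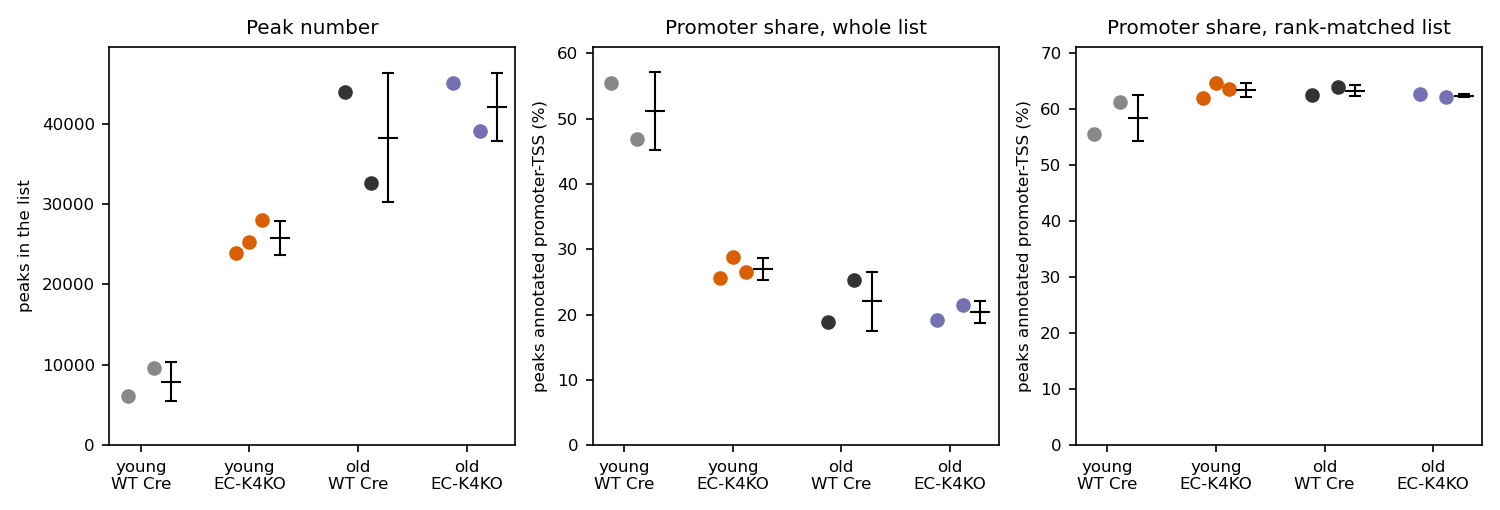
Peaks per list, percent of each whole list annotated promoter-TSS and percent of the 6157 strongest peaks annotated promoter-TSS, by group; each point is a library and the bar beside it is the group mean ± SD. Young WT Cre lists are the shortest, at 6157 and 9598 peaks, and have the highest promoter share in whole lists, whereas group means of the promoter share lie between 58.3% and 63.3% at equal list length.

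The distribution of peaks over genomic features was compared next. The authors' annotation class of a peak follows the position of its centre, and promoter-TSS peaks are those centred at a transcription start site (TSS). Promoter-TSS peaks made up 51.2 ± 6.004% of young WT Cre lists (n = 2), 27.0 ± 1.68% of young EC-K4KO lists (n = 3), 22.0 ± 4.57% of old WT Cre lists (n = 2) and 20.3 ± 1.67% of old EC-K4KO lists (n = 2). The difference was -13.0 points for EC-K4KO (exact p = 0.05, adjusted p = 0.0778), lower in 3 of 3 young EC-K4KO libraries than in both young WT Cre libraries. It was -17.9 points for old age (exact p = 0.0167, adjusted p = 0.0333), with all 4 old libraries below the young libraries of their genotype. Intergenic peaks made up 20.8 ± 2.37% of young WT Cre lists (n = 2), 34.5 ± 2.70% of young EC-K4KO lists (n = 3), 36.7 ± 6.13% of old WT Cre lists (n = 2) and 33.4 ± 1.08% of old EC-K4KO lists (n = 2). The intergenic share showed no difference past the threshold by genotype (5.21 points, exact p = 0.2, adjusted p = 0.215) or by age (7.37 points, exact p = 0.2, adjusted p = 0.215). The genotype difference was -2.18 points in the 6157 strongest peaks of each library (exact p = 0.0833). Among peaks with q under 0.01 both differences passed, with 4.57 points for genotype (exact p = 0.0167) and 11.8 points for age (exact p = 0.0167).

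Weak peaks enter only long lists, so the lists were also compared at equal length, as the 6157 strongest peaks of each library by the authors' -log10 p (rank-matched lists). There the promoter-TSS share was 58.3 ± 4.10% in young WT Cre (n = 2), 63.3 ± 1.31% in young EC-K4KO (n = 3), 63.2 ± 0.965% in old WT Cre (n = 2) and 62.3 ± 0.322% in old EC-K4KO (n = 2). The difference did not pass the threshold for genotype (2.06 points, exact p = 0.2, adjusted p = 0.215) or for age (1.93 points, exact p = 0.417, adjusted p = 0.417). Leaving out young WT Cre replicate 1 lowered these to 0.606 and 0.482 points, and leaving out replicate 2 raised them to 3.51 and 3.38 points. When a promoter peak was defined as any peak over a TSS, a definition adopted after the data had been seen, the genotype difference at equal length was 7.96 points (exact p = 0.05). Among the 1000 strongest peaks it was -0.825 points (exact p = 0.4), and ranking by fold changed the age difference to -0.524 points (exact p = 0.867). With promoters taken as 3000 bp around the TSS the age difference was -0.669 points (exact p = 0.833). Genes with a promoter-TSS peak numbered 3939 ± 764 in young WT Cre (n = 2), 6864 ± 703 in young EC-K4KO (n = 3), 8110 ± 22.6 in old WT Cre (n = 2) and 8374 ± 134 in old EC-K4KO (n = 2). The differences were 1594 genes for EC-K4KO (exact p = 0.0167, adjusted p = 0.0333, in all 5 EC-K4KO libraries) and 2840 genes for old age (exact p = 0.0167, adjusted p = 0.0333, in all 4 old libraries). In rank-matched lists they were 126 genes (exact p = 0.233) and 122 genes (exact p = 0.383).

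Replicate consistency was measured by the Jaccard index of covered bases, which is the length shared by a pair of lists over the length covered by either. Its mean was 0.440 within groups and 0.293 between groups, a difference of 0.147 (one-sided exact permutation p = 0.0111 over 7560 assignments of the 9 libraries). The rank-matched lists gave 0.658 within and 0.525 between groups, a difference of 0.133 (one-sided exact permutation p = 0.000794). The overlap coefficient, which divides by the shorter list, reversed the first difference to -0.115 (one-sided exact permutation p = 0.994) and lowered the other to 0.0414 (one-sided exact permutation p = 0.0333). Within-group agreement in rank-matched lists was lowest in young WT Cre, at 0.479, and was 0.655 in young EC-K4KO, 0.720 in old WT Cre and 0.781 in old EC-K4KO. The test concerns the mean over all groups and does not show that the young WT Cre pair agrees. Young WT Cre replicate 2 was more like each young EC-K4KO library than like replicate 1.

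**Figure D2:**
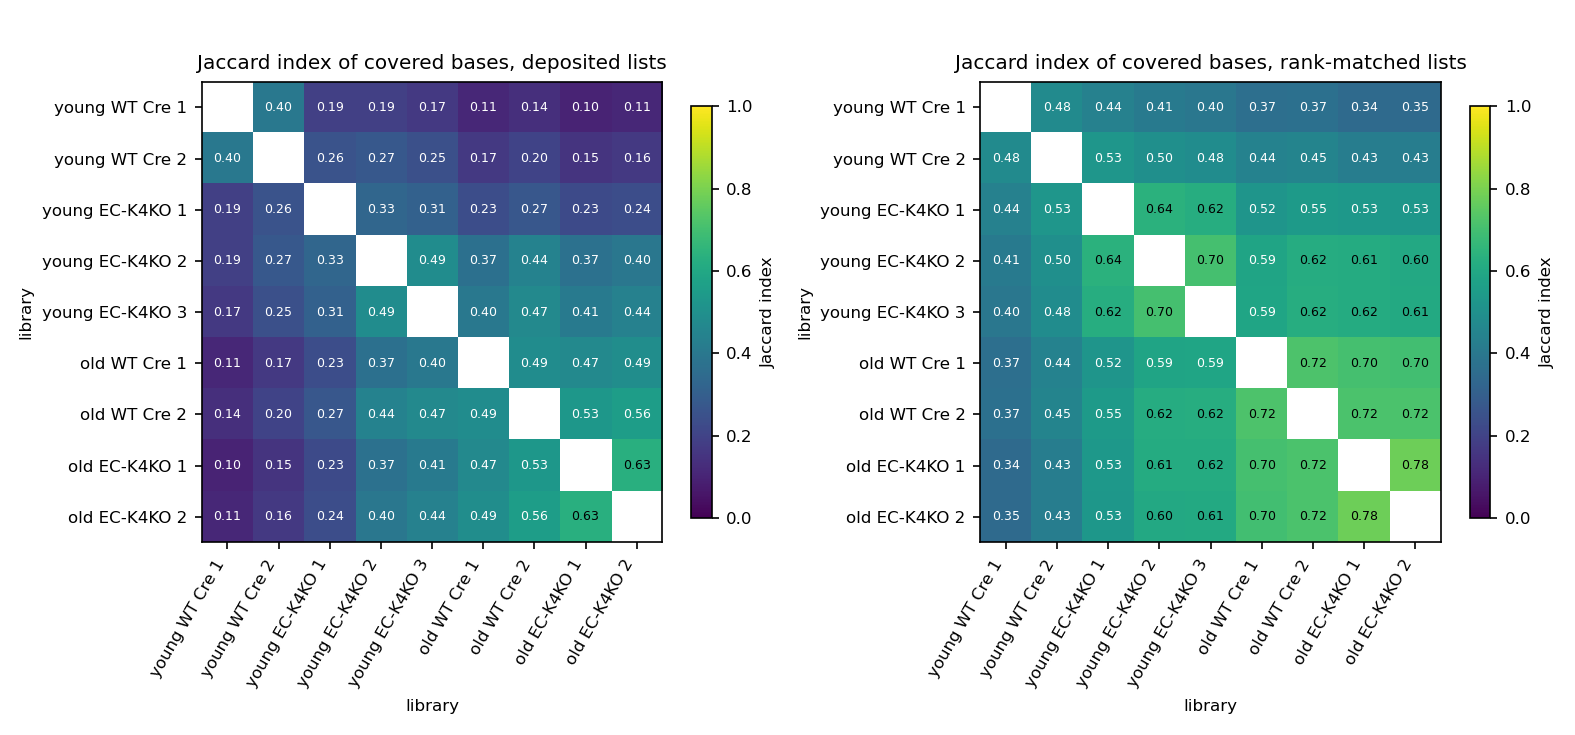
Jaccard index of covered bases for each pair of the 9 libraries, in deposited lists and in rank-matched lists of 6157 peaks; both axes list the libraries by group and the colour scale runs from 0 to 1. In rank-matched lists the old libraries are most alike, and the young WT Cre pair (0.479) is less alike than the old WT Cre and old EC-K4KO groups are to each other (0.709 on average).

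Whether young EC-K4KO chromatin lies nearer to old or to young WT Cre chromatin is the question the study's design poses. The mean Jaccard index of young EC-K4KO lists was 0.364 to old WT Cre and 0.221 to young WT Cre, a difference of 0.144 (two-sided exact permutation p = 0.33, the smallest that 6 arrangements of the WT Cre labels allow). In rank-matched lists it was 0.581 to old WT Cre and 0.459 to young WT Cre, a difference of 0.122 (two-sided exact permutation p = 0.33). Leaving out young WT Cre replicate 1 lowered the rank-matched difference to 0.0778, and leaving out replicate 2 raised it to 0.166. It was smaller in shorter lists, at 0.0949 with 5000 peaks, 0.0522 with 2000 and 0.0490 with 1000. With 500 peaks the index was 0.459 to old WT Cre and 0.448 to young WT Cre. Ranking by fold gave a difference of 0.0666. The direction depended on the index, since the overlap coefficient gave -0.198 in deposited lists (two-sided exact permutation p = 0.33) and -0.0274 in rank-matched lists (two-sided exact permutation p = 0.667). Counted over regions, the deposited difference was 0.121, and unchanged groups simulated with the observed list lengths and agreement between replicates gave 0.168 on average. Over regions found in at least 2 libraries these were 0.183 and 0.206, and in rank-matched lists 0.0720 and 0.148, with the observed value below all 200 simulated sets each time. The Jaccard index between the 2 young WT Cre lists themselves was 0.479 when rank-matched, close to their 0.459 with young EC-K4KO lists. That mean covers unlike replicates. Young WT Cre replicate 2 was nearer to each young EC-K4KO library (0.526, 0.498 and 0.485) than to its own replicate. Young WT Cre replicate 1 was further from each (0.439, 0.409 and 0.396).

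Overlapping peaks of all libraries merged into 92495 regions, of which 4872 held a peak in all 9 libraries and 52987 in a single library. A region was assigned to a group when at least 2 of its libraries had a peak there, and counted as gained against young WT Cre when no young WT Cre library had one. Old WT Cre gained 16105 regions and lost 1, young EC-K4KO gained 9428 and lost 1, and old EC-K4KO gained 24562 and lost 4. Regions were not tested singly, because the smallest exact p is 0.33 for 2 against 2 libraries and 0.1 for 3 against 2. In rank-matched lists the gains fell to 737, 705 and 837 regions and the losses rose to 433, 177 and 524, in the same order. With 1 library left in a group of 2, a peak in it alone sufficed. Leaving out old WT Cre replicate 2 raised the old WT Cre gains to 34795, leaving out young EC-K4KO replicate 3 lowered the young EC-K4KO gains to 4143, and leaving out young WT Cre replicate 1 raised the losses to 1397 in old WT Cre, 1404 in young EC-K4KO and 1412 in old EC-K4KO.

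To set these counts beside groups with no difference, 200 sets of libraries were simulated with the observed list lengths and the observed agreement between replicates. Simulated unchanged groups gave a mean of 15452 gained regions for old WT Cre, 13669 for young EC-K4KO and 22762 for old EC-K4KO. The observed gains exceeded all 200 sets in both old groups and were below all 200 in young EC-K4KO. When only regions found in at least 2 libraries were simulated, a choice made after the data had been seen, the means were 16016, 9695 and 24339 in old WT Cre, in young EC-K4KO and in old EC-K4KO. The observed old WT Cre gains were then reached in 6 of 200 sets, those of young EC-K4KO in 200 and those of old EC-K4KO in 0. Simulated rank-matched lists gave 333, 507 and 353 gained and 219, 160 and 222 lost regions, and observed gains exceeded all 200 simulated sets in each group. Observed losses exceeded all 200 for both old groups, while 15 of the 200 had at least as many losses as young EC-K4KO. The simulation gave all libraries of a group the same noise. Young EC-K4KO replicate 1 shared less with replicates 2 and 3 (Jaccard index 0.328 and 0.310) than these did with each other (0.486). Simulated rank-matched young EC-K4KO was also nearer to old WT Cre over regions (0.787) than observed (0.687). A count outside all 200 sets, here and below, can therefore reflect the simulation itself.

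Of the 9428 regions gained in young EC-K4KO, 8277 (87.8%) were also gained in old WT Cre, which is 51.4% of the old WT Cre gains. Simulated unchanged groups shared 50.3% when all merged regions entered the simulation and 84.8% when only regions found in at least 2 libraries did. The observed share exceeded all 200 sets of each simulation. In rank-matched lists the shared share was 49.6%, the simulated mean was also 49.6%, and 94 of the 200 sets reached the observed share. Compared directly, 557 regions were present in young EC-K4KO and absent from old WT Cre, and 4354 were present in old WT Cre and absent from young EC-K4KO. Simulated unchanged groups gave means of 1720 and 3437 over all merged regions, and of 112 and 3603 over regions found in at least 2 libraries. The 4354 exceeded all 200 sets of both simulations, whereas the 557 lay below all 200 of the former and above all 200 of the latter. The counts at equal list length were 709 and 382, above all 200 simulated sets, whose means were 271 and 64.0. Leaving out old WT Cre replicate 2 raised the 4354 to 21050, and leaving out young EC-K4KO replicate 2 lowered the 557 to 183.

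**Figure D3:**
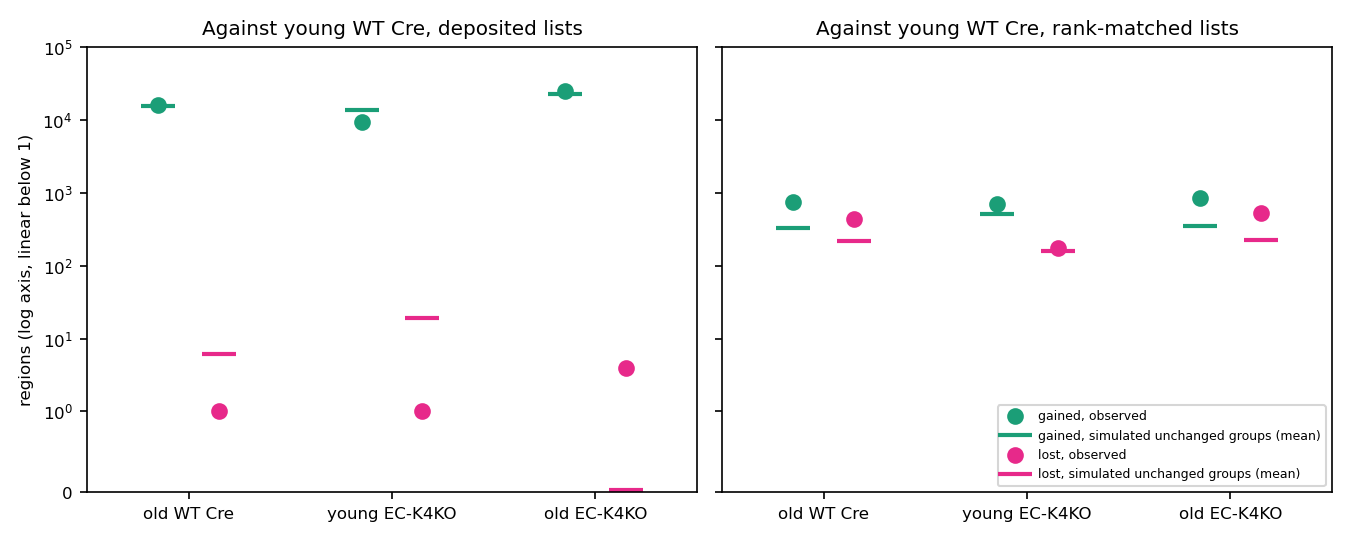
Regions gained and lost against young WT Cre by the other 3 groups, for deposited and rank-matched lists, on a log axis that is linear below 1; points are observed counts and bars are means of 200 simulated sets of unchanged groups. At equal length, gains of 737 (old WT Cre), 705 (young EC-K4KO) and 837 (old EC-K4KO) lie above simulated means of 333, 507 and 353. The simulation assumes the same noise in all libraries of a group.

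In deposited lists, gained regions were less often promoter regions than the whole set of regions of their group. The promoter-TSS share was 20.9% of gained regions against 33.6% of all regions in old WT Cre, 30.6% against 43.7% in young EC-K4KO and 15.4% against 26.0% in old EC-K4KO. In rank-matched lists it was 54.5% against 66.7% in old WT Cre, 66.0% against 68.5% in young EC-K4KO and 48.9% against 65.4% in old EC-K4KO. With any peak over a TSS counted, the gained regions of deposited lists gave 25.9%, 37.3% and 20.4% in the same order of groups. Gained regions also lay lower in the lists. Their median rank ranged from 38.5% to 53.7% of the list over the 7 libraries, against 6.32% to 10.99% for regions that young WT Cre also had.

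Among regions gained in every library of a group, the strongest by mean rank were named. The peak caller's fold enrichment is the authors' own value for each peak and describes it within its list. In old WT Cre these were the promoters of Pgbd5 (chromosome 8, 124433921 to 124434772), Flywch1 (chromosome 17, 23771328 to 23771867) and Snord104 (chromosome 11, 106500698 to 106501567). Their fold enrichment over the local background ranged from 10.6 to 13.2 in the 2 libraries. In young EC-K4KO they were a region annotated as an exon 23406 bp from the Ier2 TSS (chromosome 8, 84639156 to 84639914) and the promoters of 4930405A21Rik (chromosome 2, 156720571 to 156721277) and Pmepa1 (chromosome 2, 173276419 to 173277062). In old EC-K4KO they were the Pgbd5 promoter again, the Fkbp5 promoter (chromosome 17, 28485805 to 28486478) and an intergenic region -11208 bp from the Alas1 TSS (chromosome 9, 106258931 to 106259468). Each of these 8 regions held a peak in all 7 libraries other than young WT Cre.

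In deposited lists few regions were lost. The region lost in old WT Cre was annotated as an exon nearest to the TSS of Rltpr (chromosome 8, 105663787 to 105665018) and was also lost in old EC-K4KO. The region lost in young EC-K4KO was intergenic, nearest to Gm38415 (chromosome 8, 71214533 to 71215170), and was lost in old EC-K4KO as well. The promoter of Gm13283 (chromosome 4, 88760160 to 88760795) was lost in old EC-K4KO. The fold enrichment of the 3 regions in young WT Cre lay between 3.90 and 5.66.

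The Klf4 locus was examined in each library. Klf4 lies on the minus strand of chromosome 4 from 55527143 to 55532466 and has 5 exons in the GENCODE M21 transcript that spans the gene. All 9 libraries had a promoter peak over the TSS, within 55532113 to 55533110. Its width was 633 bp and 943 bp in young WT Cre and between 910 bp and 993 bp in the other 7 libraries. All 9 libraries also had a peak within 55514750 to 55515243, downstream of the gene. A peak upstream at 55541249 to 55541968 was found in young EC-K4KO replicates 2 and 3 and in both old EC-K4KO libraries, and in none of the 4 WT Cre libraries. It ranked between 13854 and 30534 in its lists, beyond the length of either young WT Cre list, so its absence from young WT Cre is not informative at that list length, while both old WT Cre lists were longer than 30534 peaks. A peak in exon 3 appeared in old WT Cre replicate 1 alone (55530284 to 55530519). The peaks give the position of open chromatin and do not measure how completely Klf4 was deleted.

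**Figure D4:**
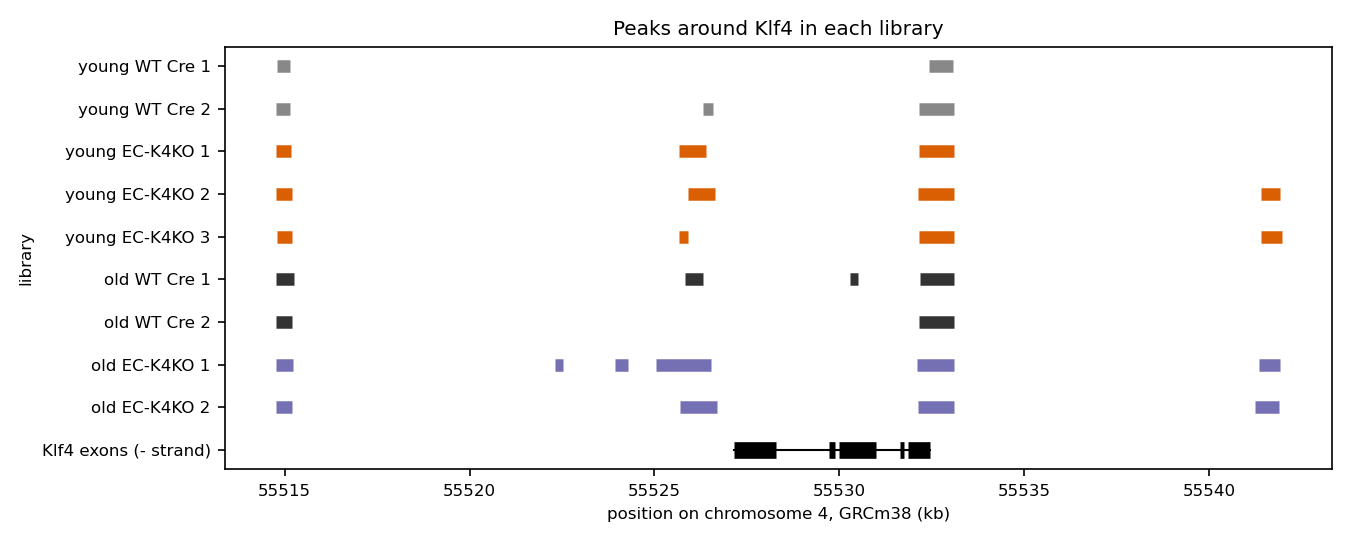
Peaks within 20000 bp of Klf4 in the 9 libraries, with the exons of Klf4 in black; the horizontal axis is the position on chromosome 4 in kb (GRCm38) and each bar is a peak drawn to scale. All 9 libraries have a peak at the Klf4 promoter, and the upstream peak near 55541249 to 55541968 appears in 4 EC-K4KO libraries.

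Genes of some proteins that the study measured were looked up. A peak lay over the TSS of Ppp1r15a (chromosome 7, 45525921 to 45526984), Adamts1 (chromosome 16, 85802763 to 85803370), Slc16a1 (chromosome 3, 104638249 to 104639346) and Cldn5 (chromosome 16, 18775718 to 18777284) in all 9 libraries. At Slc16a1 the annotation called 2 of these peaks promoter-TSS, both in young WT Cre, and 7 of them, in the other libraries, exon or intron. By class alone Slc16a1 would count as lost in the other libraries, although a peak lay over its TSS in each. All 9 peaks over the Ppp1r15a TSS were called promoter-TSS. Its gene name was on a promoter-TSS peak in only 4 libraries, all young. The study also measured ZO-1, occludin and CD31. A peak lay over the TSS of Tjp1 (ZO-1) in 9 libraries, of Ocln (occludin) in 7 and of Pecam1 (CD31) in 6. Young WT Cre had 0 of the Ocln and Pecam1 peaks. These ranked between 8672 and 15343 elsewhere, beyond the 6157 of rank-matched lists, so their absence cannot be told apart from short lists. Among related factors, a peak lay over the TSS of Klf2 in 9 libraries, of Klf3 in 8, of Klf6 in 8 and of Klf7 in 0, although Klf7 had a promoter-TSS peak in all 9.

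Lists of marker genes for ECs, other brain and blood cells, barrier and transport, endothelial activation, stress and senescence, and housekeeping were scored as the share of genes with a promoter-TSS peak. Endothelial markers scored 46.0 ± 2.83% in young WT Cre (n = 2), 65.3 ± 6.11% in young EC-K4KO (n = 3), 72.0 ± 0% in old WT Cre and in old EC-K4KO (n = 2 each). They differed by 9.67 points between genotypes (exact p = 0.1, adjusted p = 0.343) and by 16.3 points with age (exact p = 0.0667, adjusted p = 0.267). None of the 24 tests of 12 lists passed BH adjustment (0 under 0.05, 1 at an unadjusted exact p under 0.05). With promoters taken as 3000 bp around the TSS 0 passed adjustment and 9 had an unadjusted exact p under 0.05, and with any peak over a TSS these numbers were 0 and 5. The 1 test in the first count was the astrocyte list, higher by 15.0 points in old libraries (exact p = 0.0333, adjusted p = 0.24, higher in all 4 old libraries than in the young libraries of their genotype), and it came to 0 points in rank-matched lists. Stress and senescence markers differed by 0 points between genotypes (exact p = 1) and by -6.67 points with age (exact p = 0.233, adjusted p = 0.48). Barrier and transport markers differed by 9.44 points between genotypes (exact p = 0.267) and 10.6 points with age (exact p = 0.3), and endothelial activation markers by 3.89 points (exact p = 0.567) and 12.8 points (exact p = 0.05). In rank-matched lists 0 of 24 tests passed adjustment and 2 had an unadjusted exact p under 0.05, a barrier and transport difference with age of -13.9 points and a stress and senescence difference with age of -15.6 points (exact p = 0.0167 and adjusted p = 0.2 for each). With any peak over a TSS, the stress and senescence difference with age in deposited lists was 13.3 points (exact p = 0.0667), the opposite direction. In deposited lists a peak lay over the TSS of Ppp1r15a, Gadd45a and Atf3 in all 9 libraries. By class and gene name, Ppp1r15a had a promoter-TSS peak in 4 libraries and Gadd45a in 2, all young. Atf3 had one in 7 libraries and in 0 of old EC-K4KO. Lower scores by class in old libraries therefore do not show lost peaks at these genes.

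In rank-matched lists, endothelial markers scored between 28.0% and 48.0% in the 9 libraries. Pericyte and mural markers scored 6.67% in each library, as did astrocyte markers, and microglia, oligodendrocyte, neuron, neutrophil and erythroid markers scored 0. In deposited lists pericyte and mural markers scored 43.3 ± 14.1% in old EC-K4KO (n = 2), 16.7 ± 14.1% in old WT Cre (n = 2) and 6.67 ± 0% in both young groups, a difference of 13.3 points between genotypes (exact p = 0.33) and 23.3 points with age (exact p = 0.05). Oligodendrocyte and erythroid markers were higher in EC-K4KO by 10.6 and 11.5 points (exact p = 0.05 and adjusted p = 0.24 for each, higher in 3 of 3 young EC-K4KO libraries), the neuron list by 6.11 points (exact p = 0.167), the microglia list by 2.22 points (exact p = 0.4), and the neutrophil list by -2.50 points (exact p = 1). Within 3000 bp of the TSS the EC-K4KO difference was 16.1 points for the neuron list, 9.44 points for the microglia list and 19.8 points for the erythroid list (exact p = 0.0167 for each). The age difference was 20.6 points, 13.9 points and 24.0 points in the same order (exact p = 0.0167 for each). The endothelial list rose as well, by 16.7 points in EC-K4KO (exact p = 0.0167) and 23.3 points with age (exact p = 0.0333), and endothelial activation by 26.1 points with age (exact p = 0.0167). Housekeeping promoters differed by -3.33 points between genotypes (exact p = 0.517), or by 16.7 points with any peak over a TSS (exact p = 0.0167), and by 0 points with age (exact p = 1), or by 16.7 points with any peak over a TSS (exact p = 0.0667). The median rank of a list's promoter peaks gave 14 tests, and the lowest adjusted p among them was 0.175.

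Binding motifs were counted in rank-matched peaks as sites per kb. KLF motif density was 2.43 ± 0.0854 per kb in young WT Cre (n = 2), 2.31 ± 0.0688 in young EC-K4KO (n = 3), 2.07 ± 0.0643 in old WT Cre (n = 2) and 1.99 ± 0.0155 in old EC-K4KO (n = 2). The genotype difference was -0.105 per kb (exact p = 0.05, adjusted p = 0.1 over 8 motif tests) and passed 0.05 at other list lengths, for example -0.143 per kb with 5000 peaks (exact p = 0.0167), but it was 0.00225 per kb in peaks outside promoters (exact p = 1). Density fell by 0.339 per kb with age (exact p = 0.0167, adjusted p = 0.0444, lower in all 4 old libraries). ETS density fell by 0.0261 per kb in EC-K4KO (exact p = 0.0167, adjusted p = 0.0444, lower in all 5 EC-K4KO libraries) and differed by -0.0145 per kb with age (exact p = 0.167, adjusted p = 0.19). AP-1 density differed by -0.0127 per kb between genotypes (exact p = 0.133, adjusted p = 0.19) and fell by 0.0462 per kb with age (exact p = 0.0167, adjusted p = 0.0444, lower in all 4 old libraries). CTCF density differed past the threshold neither by genotype (-0.00098 per kb, exact p = 0.5, adjusted p = 0.5) nor by age (0.00233 per kb, exact p = 0.15, adjusted p = 0.19).

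The direction of some motif differences depended on the measure. Rank-matched peaks were wider in EC-K4KO by 129 bp (exact p = 0.0167), and as the share of peaks with at least 1 site several went the other way. By that measure ETS sites were higher in EC-K4KO by 3.03 points (exact p = 0.0167) and in old libraries by 4.57 points (exact p = 0.0333), AP-1 sites were higher in EC-K4KO by 1.64 points (exact p = 0.0167), KLF sites were higher in EC-K4KO by 5.94 points (exact p = 0.0667), and KLF sites were higher with age by 3.79 points (exact p = 0.33). CTCF sites were higher in EC-K4KO by 0.656 points (exact p = 0.05). Ranking by fold gave an ETS density higher with age by 0.0170 per kb (exact p = 0.133). GC content of rank-matched peaks fell by 2.00 points with age (exact p = 0.0167) and differed by 0.665 points between genotypes (exact p = 0.167).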

Values the study reported

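The study integrated regions of differential accessibility with differentially expressed genes. It reported an overlap of 173 genes for old WT Cre and of 61 genes for young EC-K4KO, each relative to young WT Cre. For about 70% of genes, the study linked such regions to RNA polymerase II occupancy.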

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

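The genotype difference in each of the 24 measures and marker lists was compared between ages, by a two-sided exact permutation test within age. The test exchanges genotype labels, so it assumes no genotype difference at either age. It does not test for an equal difference at both. Of the 24 interactions, 3 had p under 0.05 and 0 had an adjusted p under 0.05 (lowest 0.267), so none of the 3 stands out from what this many tests can give. The interaction of peak number was planned, and those of the other list measures were added before any result was seen. The interactions of motifs and marker lists, and the tests of explanations, were chosen only after results were seen.

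The genotype difference in the promoter-TSS share of rank-matched peaks differed between ages by -5.83 points (exact p = 0.0333), being 4.97 points in young and -0.861 points in old libraries. Among the 1000 strongest peaks it was -2.45 points (exact p = 0.2) and among 2000 it was -2.85 points (exact p = 0.0667). This is consistent with a contribution of the weak end of the young WT Cre lists, where the 6157 peaks are the whole list of replicate 1. With any peak over a TSS counted the value was -15.7 points (exact p = 0.0667). That count depends on peak width, and rank-matched peaks were 129 bp wider in EC-K4KO. The part played by peak centres therefore stays open. An age-dependent effect of KLF4 stays open and was not tested, and the ages also lie in separate library prefixes.

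The genotype difference in AP-1 site density differed between ages by 0.0282 per kb (exact p = 0.0333), being -0.0268 in young and 0.00138 in old libraries. Among the 1000 strongest peaks it was larger, 0.0390 per kb, with an exact p of 0.0833, and among 2000 it was 0.0259 per kb with an exact p of 0.25. A weak end of the young WT Cre lists and an age-dependent effect cannot be told apart, because the value rose with 1000 peaks and fell with 2000, and neither p passed the threshold with 9 libraries.

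The genotype difference in the share of barrier and transport genes with a promoter-TSS peak differed between ages by -32.2 points (exact p = 0.0333), being 25.6 points in young and -6.67 points in old libraries. In rank-matched lists it was -1.11 points (exact p = 0.867), in line with short young WT Cre lists as the source. With any peak over a TSS it was again -32.2 points, with an exact p of 0.15, so the part played by peak centres stays open.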

How the results depend on the processing

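Lists of 1000 and 2000 peaks, motif counts outside promoters and the TSS definition of promoters were chosen only after the data were seen. Over the values that answer a comparison, 525 alternatives kept direction and side of the threshold, or moved a value or count by less than its spread or 1.5 times, 93 moved one by more, 47 were weaker, 18 stronger and 22 reversed. For other values 408 were on the same side of the threshold or within the spread, 19 moved, 10 were weaker, 13 stronger and 15 reversed. A difference is called stronger where its exact p came under 0.05 and weaker where it no longer was, whatever its size. With replicate blocks, or without a young EC-K4KO library, a stratified difference not past the threshold could not come under it. Leaving out a library of a group of 2 gave no p for most tests, so only values were compared. The numbers of unchanged alternatives therefore overstate how far the results were put to the test. Where no cause is given for a change, the cause was not tested.

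Replicate numbers as blocks allow no exact p below 0.125, so by construction no result could pass. Under them the age difference in peak number was 23910.2, in covered length 12.5 Mb, in width 49.8 bp, in promoter share -18.0 points, in genes with a promoter peak 2953, in KLF density -0.357 and in AP-1 density -0.0451 per kb. The genotype difference was 5.68 Mb in covered length, 1481 genes with a promoter peak and -0.0279 per kb in ETS density. Correlations over 12 pairs of equal number were -0.0328 to 0.0657, which gives no sign that the numbers pair samples. Where both groups held 2 libraries the 2 pairs gave the same value, so fewer than 12 values are separate.

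With q under 0.05, the exact p came under 0.05 for genotype differences in peak number (10606) and promoter share (-12.2 points), although both were smaller in size, and in KLF density (-0.112 per kb). It also did for the age difference in intergenic share (9.50 points), but no longer for that in width (35 bp). Regions only in young EC-K4KO numbered 282, regions lost in young EC-K4KO 2, the shared share was 91.5% and the promoter share of young EC-K4KO gains 32.6%. With q under 0.01, the exact p came under 0.05 for genotype differences in peak number (9737) and intergenic share (4.57 points), both smaller in size, and in width (51.7 bp), promoter share (-13.0 points) and KLF density (-0.146 per kb). It also did for the age difference in intergenic share (11.8 points), but no longer for that in width (34.8 bp). Losses were 0 in young EC-K4KO and 2 in old EC-K4KO, regions only in young EC-K4KO 149, the shared share 94.4%, and promoter shares of gains 24.4% in old WT Cre, 37.5% in young EC-K4KO and 17.7% in old EC-K4KO. The cause was not tested. On the log2 scale the genotype difference in peak number was stronger (0.94).

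In rank-matched lists, where weak peaks are left out by construction, the genotype difference in width was stronger (129 bp), and differences in genes with a promoter peak were weaker for genotype (126) and age (122). Gains were 737, 705 and 837 and losses 433, 177 and 524 in old WT Cre, in young EC-K4KO and in old EC-K4KO. Regions only in old WT Cre against young EC-K4KO numbered 382, the shared share was 49.6% and promoter shares of gains were 54.5%, 66.0% and 48.9%. The genotype difference in intergenic share reversed to -2.18 points. The age difference of the astrocyte list came to 0 and that of the barrier and transport list reversed to -13.9 points. Marker differences without a call also reversed, to -9.33 (genotype) and -0.667 points (age) for the endothelial list, -5.56 and -4.44 for endothelial activation and -6.11 for barrier and transport by genotype.

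The overlap coefficient reversed replicate agreement in deposited lists to -0.115. It divides by the shorter list, which is well covered by long lists of any group. It also reversed the nearness of young EC-K4KO to old WT Cre, to -0.198 in deposited and -0.0274 in rank-matched lists. The promoter share of rank-matched peaks reversed by genotype to -0.825 points with 1000 peaks and -0.25 with 2000, and by age to -0.524 points when ranked by fold, -0.669 within 3000 bp and -0.025 with 2000 peaks. As shares of peaks with a site, motif differences reversed to 5.94 points for KLF by genotype, 3.79 for KLF with age, 0.656 for CTCF by genotype, 3.03 for ETS by genotype, 4.57 for ETS with age, 1.64 for AP-1 by genotype and 0.770 for AP-1 with age. The cause was not tested beyond the greater width of rank-matched EC-K4KO peaks. Ranking by fold made KLF by genotype stronger (-0.192 per kb), CTCF with age stronger (0.00940 per kb) and ETS by genotype weaker (-0.0101 per kb), and reversed ETS with age (0.0170) and CTCF by genotype (0.00386). ETS with age also reversed with 1000 peaks (0.00173), CTCF with age with 2000 peaks (-0.00216), and outside promoters KLF (0.00225) and CTCF (0.000911) by genotype. Genotype differences in KLF density were also stronger with 5000 peaks (-0.143), 2000 peaks (-0.140), 1000 peaks (-0.106) and chromosomes 1 to 19 (-0.107). AP-1 with age was weaker with 1000 peaks (-0.0207) and ETS by genotype outside promoters (-0.00877). The cause was not tested.

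With peaks covering at least 50% of a region, losses were 0 in old WT Cre and 0 in old EC-K4KO, the shared share 82.5% and promoter shares of gains 30.1%, 43.8% and 22.1%. Merging within 500 bp gave 2 losses in old WT Cre, 2 in young EC-K4KO and a shared share of 86.3%. Presence in every library, a stricter rule for 3 libraries, gave 3765 young EC-K4KO gains, 38 regions only in young EC-K4KO, a shared share of 96.7% and a promoter share of 44.8% in young EC-K4KO gains. With absence meaning fewer than 2 libraries, losses were 2 in old WT Cre and 7 in young EC-K4KO, 1192 regions were only in young EC-K4KO and 7999 only in old WT Cre, the shared share was 90.9% and promoter shares of gains 25.9%, 35.8% and 19.5%. Promoters within 3000 bp gave 28.9%, 39.6% and 23.2%, and peaks over a TSS 25.9%, 37.3% and 20.4%. With the latter, differences by genotype reversed to 16.7 points for housekeeping and -1.04 for erythroid markers, and the stress and senescence difference with age to 13.3 points. Within 3000 bp, reversals were to 6.67 (genotype) and -1.67 points (age) for neutrophil markers, 6.11 for stress and senescence with age and 7.78 for housekeeping by genotype, and with q under 0.01 to -2.08 points for erythroid markers with age. The cause was not tested.

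Leaving out a young EC-K4KO library allows no stratified p below 0.0556, so by construction none could pass. Across the 9 fits that each left out 1 library, age differences ranged from 20507 to 26176 peaks, from 11.3 to 13.0 Mb, from 33.4 to 61.4 bp in width, from -20.0 to -15.8 points in promoter share, from 2570.1 to 3110.1 genes, from -0.370 to -0.309 per kb for KLF and from -0.0545 to -0.0378 per kb for AP-1. Genotype differences ranged from 5.12 to 6.88 Mb, from 1324 to 1864 genes and from -0.0305 to -0.0217 per kb for ETS. They ranged from 23.1 to 51.1 bp in width and from 3.04 to 7.38 points in intergenic share. The interaction ranged from -1.91 to -1.27. Peak number differed from 24678 to 36016 between old and young WT Cre and from -18177 to -6839 between young EC-K4KO and old WT Cre.

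Gains ranged from 16102 to 34795 in old WT Cre and from 4143 to 12488 in young EC-K4KO. Losses ranged from 1 to 1397 in old WT Cre, from 1 to 1404 in young EC-K4KO and from 4 to 1412 in old EC-K4KO, with the highest values without young WT Cre replicate 1, where a peak in 1 library suffices. Regions only in young EC-K4KO ranged from 183 to 951 and only in old WT Cre from 4354 to 21050. The shared share ranged from 87.7% to 92.3%, and promoter shares of gains from 9.84% to 25.4% in old WT Cre, from 30.5% to 40.6% in young EC-K4KO and from 10.9% to 19.04% in old EC-K4KO. The unknown depth of each library limits what the length of a list says about accessibility.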

Other observations

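The tests of background and enrichment in single pairs of groups, of the ratio of gained to lost regions against simulated groups, and of nearness against simulated groups were chosen only after the results were seen.

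A difference in depth between libraries was weighed for the short young WT Cre lists. The background solved from fold and -log10 p was 0.727 and 0.617 in young WT Cre, 2.457, 0.552 and 0.599 in young EC-K4KO, 2.744 and 1.166 in old WT Cre, and 1.626 and 1.149 in old EC-K4KO. Young WT Cre had the lower background in 2 of 6 pairs with young EC-K4KO, although the value of young WT Cre replicate 1 rests on 42 peaks. The 5th percentile of fold was higher in young WT Cre in 6 of 6 of these pairs, which lower depth would also give. These measures point different ways, and depth and a genotype difference cannot be told apart without read counts. Young WT Cre had the lower background in 4 of 4 pairs with old WT Cre, so depth may explain the longer old WT Cre lists. The median fold of the 1000 strongest peaks was lower in young WT Cre in 6 of 6 pairs with young EC-K4KO and in 4 of 4 pairs with old WT Cre, consistent with weaker enrichment of the young WT Cre libraries as well. Young EC-K4KO had the lower background in 4 of 6 pairs with old EC-K4KO, since replicate 1 (2.457) lay above both old libraries with a shorter list, and the lower median fold in 6 of 6. Weaker enrichment may thus explain those shorter lists, while depth stays open there because the fragment length behind the background is unknown. Biological differences between the genotypes and between the ages stay open as well.

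The lowest ratio of gained to lost regions in rank-matched lists was 1.60. Simulated unchanged groups of equal list length gave mean ratios of 1.52 in old WT Cre, 3.18 in young EC-K4KO and 1.59 in old EC-K4KO, so this ratio decides nothing about list length, which stays open. Less reproducible young WT Cre lists may add gains. Simulated unchanged groups gave a ratio at least as high as observed in 11 of 200 sets for old WT Cre, 93 of 200 for old EC-K4KO and 0 of 200 for young EC-K4KO. For young EC-K4KO the highest simulated ratio (3.97) lay just under the observed 3.98, so lower reproducibility and a genotype difference cannot be told apart.

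A shared control with short lists may make any pair of groups share gains. Simulated unchanged groups shared 50.3% over all merged regions and 84.8% over regions found in at least 2 libraries, against 87.8% observed. Both lay below the observed share, but the distance depends on which regions are simulated, and short control lists and common changes cannot be told apart. In rank-matched lists the simulated and observed shares were 49.6%.

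The nearness of young EC-K4KO to old WT Cre in rank-matched lists was 0.0720 by the Jaccard index of regions, and unchanged groups with the observed agreement between replicates gave 0.148 on average, with all 200 sets above the observed value. In deposited lists the observed and simulated values were 0.121 and 0.168 over all merged regions, and 0.183 and 0.206 over regions found in at least 2 libraries, again below all 200 sets. By this index the simulations thus show no likeness of young EC-K4KO to old WT Cre beyond that of unchanged groups. The share of young EC-K4KO gains also gained in old WT Cre differed from this. In deposited lists it was 87.8% and exceeded all 200 sets of each simulation, but not in rank-matched lists. How much of the nearness less reproducible young WT Cre lists give stays open, because the simulations rest on an assumed noise and do not give the observed values. Divided by the geometric mean of the agreement within each group, the index of young EC-K4KO was 0.770 to old WT Cre and 0.828 to young WT Cre with 500 peaks. It was also higher to young WT Cre with 1000 (0.780 and 0.809), 2000 (0.802 and 0.827) and 3000 peaks (0.817 and 0.830). It was higher to old WT Cre with 5000 (0.838 and 0.825) and 6157 peaks (0.845 and 0.819).

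Chromatin of other brain cells could lengthen lists. In rank-matched lists the highest share of any other cell type's list was 6.67%, against at least 28% for endothelial markers. In deposited lists, peaks within 3000 bp of the TSS of neuron, microglia and erythroid markers were more frequent in EC-K4KO by 16.1, 9.44 and 19.8 points. So were those of endothelial markers, by 16.7 points. With any peak over a TSS the erythroid difference was -1.04 points and the neutrophil one 0. The other cell types then ranged from 2.22 points for microglia to 16.1 points for astrocyte markers (exact p = 0.0333), beside 17 points for endothelial markers. By promoter-TSS peaks, pericyte and mural markers differed by 26.7 points in old and 0 points in young libraries. Endothelial markers differed by 0 points in old and 19.3 points in young libraries. Other cell types and a change within ECs cannot be told apart in whole lists, since the weak peaks of long lists hold the other markers and read counts were not analysed here. Library batch also stays open for each difference between ages, with 0 library name prefixes that hold both ages.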
